A study of Mus musculus with 235 samples.

How the data were processed

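Messenger RNA was measured in tissue punched from 8 brain regions of adult male C57Bl/6 mice. The names AMY, CER, PFC, PVN, dCA1, dDG, vCA1 and vDG come from the labels, and are used here without expansion. Of the 30 animals, 15 received dexamethasone, a synthetic glucocorticoid, at 10 mg per kg by intraperitoneal injection, and 15 received saline as vehicle. Tissue was taken 4 h later. Per the labels' protocols, RNA of each punch went into a 3' end library kit (QuantSeq forward) with unique molecular identifiers, and libraries were sequenced from 1 end. Groups were taken from the sample titles and treatment labels, and every library was assigned to a region, an arm, an animal and a replicate number.

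The raw counts per gene were deposited as 1 table of whole numbers for 27998 genes in 235 libraries, made with featureCounts per the file name and the file headers. The aligner, the annotation, the use of strand and the handling of the identifiers are not stated in the labels or headers. The authors also deposited 1 table per region of variance-stabilised values on a log2 scale, made with DESeq2 per the file names. Those tables listed 228 libraries, 7 fewer than the count table, and the reason is not stated. They were used here only as an alternative input to the co-expression test. No per-sample column was left unused. Gene symbols came from a GENCODE M21 identifier table, which gave a symbol for 27645 genes. The build is not stated, so the exon coordinates of the count table were compared with GENCODE M21 on GRCm38. Of the 27645 shared identifiers, 99.9% overlapped their GRCm38 position and 78.4% had the same start and end. Coordinates are printed as the count table gives them and are read as GRCm38. Each gene spans its first to its last exon base, and counts refer to its exons.

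Library totals ran from 268538 to 1451422 counts with a median of 742957. Mitochondrial genes took 6.87% of all counts and Gm42418 alone took 3.98%. The precision of a single library's value is set by these totals. Intervals and floors cover counting error only. Within each group, every pair of libraries was compared by a chi-square of counts over genes. The smallest chi-square per degree of freedom was 1.41, so no pair of libraries was within sampling noise of being 1 library deposited under 2 names. RNA integrity (RIN) and library totals were compared between arms with 16 two-sided permutation tests, and the smallest p was 0.278 (adjusted 0.814).

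For each region, genes passing edgeR's filterByExpr by group were scaled with trimmed mean of M values (TMM) factors. They were tested with edgeR 4.0.16 quasi-likelihood fits (estimateDisp, glmQLFit, glmQLFTest) of dexamethasone against vehicle, without covariates. P-values were adjusted by Benjamini-Hochberg over the genes tested in that region, and the threshold was an adjusted p of 0.05. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. Levels per library are CPM, which are counts scaled to a common total of 1000000 with TMM-scaled library totals. A response that differed between dCA1 and vCA1, between dDG and vDG, or among all 8 regions was tested as a region-by-treatment interaction in 1 fit over the libraries concerned. R 4.3.3, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

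The series names a differential network analysis. Its networks were not used here. A limited stand-in compared the pairwise Pearson correlations of a list of glucocorticoid response genes between arms. The statistic was the mean absolute difference of Fisher z over the pairs of listed genes tested in a region, on log2 CPM with a prior count of 2. It was tested one-sided with 100000 permutations of the arms of group-centred values, and the 8 regions were adjusted by Benjamini-Hochberg.

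The following choices were made before the data were examined. The genes named are those of 4 short lists (20 glucocorticoid response genes, 4 receptor and study genes, 4 hypothalamic peptide genes and 6 activity genes). Further named genes are the 5 with the largest smallest absolute change among genes changed in one direction in all 8 regions, and in each region the strongest riser and the strongest faller with a mean of at least 5 CPM. The 3 genes with the smallest p in each interaction test and the gene pair with the smallest p in the co-expression test complete the rule. Genes outside this rule were named after their values were seen, and are the 6 with opposite directions, Flt1, Slco1a4 and Ly6c1, and the single genes of the marker lists. Lists of marker genes for astrocytes, blood, choroid plexus, endothelium, microglia, neurons and oligodendrocytes, and a list of 6 markers of punched tissue, were also written beforehand. The cell lists were tested with limma's camera, at its preset correlation of 0.01, and with fry. Lists of 6 further dentate genes (Dsp, Stxbp6, Lct, Tdo2, Plk5, Npnt) and 6 further cerebellar genes (Slc1a6, Car8, Ppp1r17, Zic1, Cbln1, Neurod1) were added after the regional marker genes had been looked at. The mean log2 CPM of the 6 dentate genes per library is called the dentate level.

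Replicate numbers in the titles pair libraries across arms, since per the labels the animals of 1 number share plate and mostly punching date. Within a region, deviations of same-numbered libraries from their group means correlated with a mean r from 0.0431 in vCA1 to 0.223 in dDG, against -0.0149 to -0.00272 for other pairs of libraries. The design without a block is the one reported, and the block is an alternative. Deviations of 1 animal's libraries in different regions correlated with a mean r of 0.0267, against -0.00062 between animals.

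The alternatives tried were upper-quartile scaling, DESeq2, no filter, a filter of at least 10 counts in every library, the replicate number or the animal as a block, punching date and plate as factors, RIN as a covariate, surrogate variables from svaseq, counts thinned to 425377 per library (12 libraries with lower totals were kept as they were), and a threshold of 0.1. For co-expression they were Spearman correlation, the deposited log2 values, residuals after date and plate, and a prior count of 0.5. Some alternatives were chosen after seeing the data, namely the libraries of the authors' log2 tables alone, the removal of mitochondrial genes and Gm42418, and the dentate level as a covariate. Numbers of genes under the alternatives are given in percent of the genes tested in the reported fit, which is the same base for every alternative. Groups held 13 to 15 libraries, so single libraries were not left out in turn as a routine. Label splits regrouped whole animals, with 60 splits for each region and region pair and 25 for the 8 regions together.

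The tests were checked on simulated counts drawn from the real means and library sizes, with 200 genes changed. In PFC 187 of the 200 were recovered among 9218 genes tested, with 5.08% false calls, in dDG 89.0% among 8614 and in vCA1 92.5% among 9128. The interaction tests recovered 84.5% (dCA1 and vCA1, 9676 genes), 83.0% (dDG and vDG, 9780 genes) and 91.0% (8 regions, 11006 genes). With no gene changed in PFC, 0 of 9214 genes were called. On simulated sets of 16 genes with 15 libraries per arm, the co-expression test gave p under 0.05 in 23 of 400 unchanged data sets and in 386 of 400 in which 1 arm had a shared factor.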

Results

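Transcript levels were measured in 8 punched brain regions of 30 mice, 15 given dexamethasone and 15 given vehicle, 4 h after injection. Each region contributed 13 to 15 libraries per arm. The dCA1 dexamethasone group had 13 libraries, the PFC dexamethasone group 14, the PVN and vCA1 vehicle groups 14, and the other 12 groups 15. Library totals ranged from 268538 to 1451422 counts. Group medians lay between 607261 counts (AMY, dexamethasone) and 843655 counts (PFC, vehicle). RNA integrity (RIN) was highest in PFC, at 7.75 ± 0.498 (SD, n = 15) for vehicle and 7.81 ± 0.452 (SD, n = 14) for dexamethasone. In the other groups the mean RIN lay between 5.69 and 6.69.

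Genes used as markers of punched tissue were first described in the vehicle libraries, as CPM (normalised counts scaled to a common library total). Prox1 (ENSMUSG00000010175), a gene of dentate granule cells, reached 457.9 ± 253.5 CPM (SD, n = 15) in dDG and 268.6 ± 143.6 CPM (SD, n = 15) in vDG. It was also at 500.0 ± 147.2 CPM (SD, n = 15) in dCA1, against 101.2 ± 39.5 CPM (SD, n = 14) in vCA1. Between vehicle libraries of the same 14 animals, 88 of 8502 genes differed between dCA1 and dDG, with the animal as a block, whereas 868 of 9141 genes differed between vCA1 and vDG. In the same comparison 1841 of 8712 genes differed between dCA1 and vCA1. Oxt, a peptide gene of hypothalamic neurons, was at 289 ± 436 CPM (SD, n = 14) in PVN and ranged from 5.25 to 1600 CPM between libraries. Wfs1 was highest in AMY, at 96.1 ± 33.8 CPM (SD, n = 15), and lay at 40.1 ± 22.2 CPM in dCA1 (SD, n = 15). Gabra6, a gene of cerebellar granule cells, had 0 counts in all 15 vehicle libraries of CER, and 11 counts in the 30 CER libraries of both arms. A count of 0 in a CER library allows up to 3.07 to 11.2 CPM, depending on its total. Ttr, a gene of choroid plexus, differed widely within dDG, from 33.4 to 10624 CPM over the 15 vehicle libraries.

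The dentate level, which is the mean log2(CPM + 1) of 6 further dentate genes, was compared between arms in the 4 hippocampal regions by two-sided permutation tests. In vCA1 it was 4.17 ± 0.763 (SD, n = 15) after dexamethasone and 3.26 ± 0.797 (SD, n = 14) after vehicle. The difference of 0.92 had a permutation p of 0.00389 (Benjamini-Hochberg adjusted over 4 regions 0.0156), was positive within each of the 4 library plates, and was shared in direction by 6 of the 6 genes. Prox1, the dentate marker chosen beforehand, differed by 0.61 in vCA1 (permutation p 0.063, adjusted 0.21), which did not pass. Prox1 was itself lower after dexamethasone past the threshold in 3 regions, and its response differed among the 8 regions (adjusted p 0.00365). In dCA1 the difference of the dentate level was -0.39 (permutation p 0.199, adjusted 0.398; positive in 2 of 4 plates), in dDG 0.05 (permutation p 0.891, adjusted 0.891) and in vDG 0.09 (permutation p 0.772, adjusted 0.891). The number of genes changed in vCA1 and the test between dCA1 and vCA1 are therefore also given with the dentate level as a covariate. Other results that use vCA1, such as those of lists, single genes and genes shared among regions, are given without it.

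**Figure D1:**
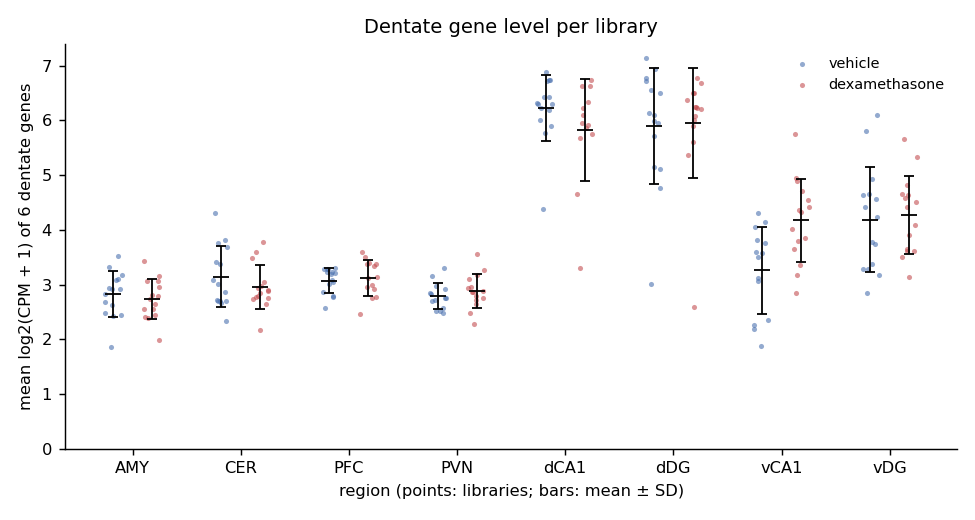
Dentate level (mean log2(CPM + 1) of 6 dentate genes, vertical axis) of each library in the 8 regions, with vehicle in blue and dexamethasone in red, points for libraries and bars for mean ± SD. Levels in dCA1 were as high as in dDG, and the arms of vCA1 differed by 0.92.

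The first question was which genes dexamethasone changed in each region. With edgeR's quasi-likelihood test and an adjusted p under 0.05, dexamethasone changed 484 of 8611 genes in AMY (5.62%), 558 of 9035 in CER (6.18%) and 565 of 9198 in PFC (6.14%). It changed 522 of 9273 genes in PVN (5.63%), 408 of 8715 in dCA1 (4.68%) and 316 of 8548 in dDG (3.70%). In vCA1 497 of 9126 genes changed (5.45%), and in vDG 366 of 9311 (3.93%). Of the changed genes, 63.02% were higher after dexamethasone in AMY, 63.08% in CER, 62.8% in PFC, 63.4% in PVN, 54.9% in dCA1, 62.97% in dDG, 62.6% in vCA1 and 67.2% in vDG, and the others were lower. In number of genes, the largest move under an alternative was that of PFC with surrogate variables, to 988 genes. In ratio, it was that of CER with the filter of at least 10 counts in every library, to 3.17% of the genes tested in the reported fit. That filter tested only 4764 genes in CER. With the dentate level as a covariate, 281 genes passed the threshold in vCA1, of which 270 were among the 497. With the replicate number as a block, 543 genes passed in dDG. Whether the number of genes differed between regions was not tested. Of the genes past the threshold in a region, 95.8% to 100% kept their direction within a punching date with at least 2 libraries per arm, over 32 region and date combinations. Within plates the share was 96.9% to 100% over 32 combinations. The genes were chosen on these same libraries, which by itself favours one direction, so these shares are no independent check.

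**Figure D2:**
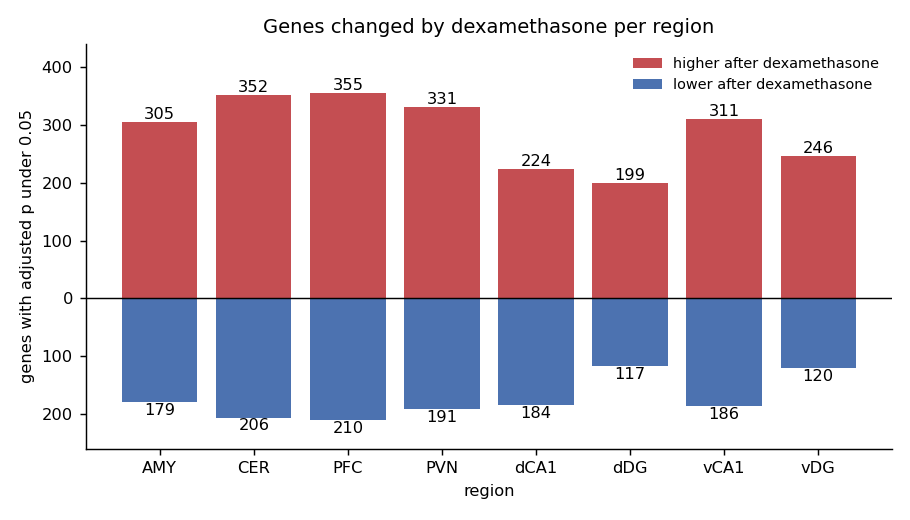
Number of genes with an adjusted p under 0.05 in each region (vertical axis), with genes higher after dexamethasone above 0 in red and genes lower below 0 in blue. Higher genes outnumbered lower genes in all 8 regions, with a share from 54.9% in dCA1 to 67.2% in vDG, and with the dentate level as a covariate the share in dCA1 was 45.7%.

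The response was next compared across regions, to separate genes that changed everywhere from genes that changed locally. Of 7924 genes tested in all 8 regions, 1.27% passed the threshold in all 8, and of these 70 rose and 31 fell in every region. Thinning libraries to at most 425377 counts, which left 12 libraries at their lower totals, gave 62 such genes, all among those reported. The 10-count filter in every library gave 40, of which 39 were among those reported. Among the same 7924 genes, 1082 passed the threshold in at least 1 region, and genes not tested in every region are left out of this count. Of the 1082, 477 passed in 1 region only, namely 99 in PFC, 78 in CER, 74 in dCA1, 73 in PVN, 63 in vCA1, 40 in AMY, 37 in dDG and 13 in vDG. The 477 were 6.02% of the 7924 genes. In percent of the same 7924, the number was 2.46% with the 10-count filter, which tested 3519 genes in all 8 regions. With no filter it was 11.6% (917 genes), out of 16747 genes tested in all 8 regions. These percentages are thus not shares of the genes tested under each alternative. Passing in 1 region does not show that the response differed from that in other regions, which was tested separately with interaction terms. Of the 477, 41.5% changed in the same direction in all 7 other regions, which share animals, so that no share expected without an effect is given, and 366 had an unadjusted p under 0.05 in at least 1 other region. The log2 fold changes of pairs of regions correlated across genes with Pearson's r between 0.55 and 0.75. Genes are not independent replicates, and the regions shared animals, so that splits of the animals at random gave median correlations between 0.06 and 0.19. The highest correlation in a split was 0.637, for dCA1 and dDG, close to their real value of 0.677. In every pair of regions the real value lay above its highest split. Of the 7924 genes, 6 passed the threshold in opposite directions in different regions, namely Jph1, Rgs2, Acss1, Fam126a, Smad3 and Dusp14. This number was 2 with the 10-count filter, 16 with date and plate as factors, 19 with the replicate block, 19 at a threshold of 0.1 and 32 with surrogate variables.

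Among the genes changed in all 8 regions, 5 had the largest smallest change over the 8 regions. Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399095 to 28517524, minus strand, GRCm38) rose by 1.65 to 2.79 on the log2 scale (largest adjusted p 2.17e-13). In PFC it went from 12.5 ± 6.28 CPM (SD, n = 15) to 89.1 ± 14.9 CPM (SD, n = 14), and in dDG from 33.01 ± 9.82 CPM (SD, n = 15) to 104.03 ± 16.2 CPM (SD, n = 15). Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090979 to 29100722, plus strand) rose by 1.95 to 3.59 (largest adjusted p 1.21e-13). Its rise was the largest of all genes with at least 5 CPM in AMY, where it went from 48.0 ± 24.0 CPM (SD, n = 15) to 579 ± 170 CPM (SD, n = 15), and also in PVN, dCA1, dDG, vCA1 and vDG. Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120068283, minus strand) had log2 fold changes between -2.39 and -2.02 (largest adjusted p 5.39e-12). It was the strongest faller in every region except vCA1, and in PFC it went from 154.9 ± 21.3 CPM (SD, n = 15) to 34.04 ± 7.71 CPM (SD, n = 14). Xdh (ENSMUSG00000024066, chromosome 17, 73883908 to 73950182, minus strand) rose by 1.43 to 2.26 (largest adjusted p 6.81e-05). Zfp36 (ENSMUSG00000044786, chromosome 7, 28376784 to 28380253, minus strand) rose by 1.38 to 2.40 (largest adjusted p 2.86e-05), and 3.60% of its 3470 exon bases overlap a gene on the other strand that had 2 counts in all libraries. The direction of each of these 5 genes was the same in all 32 region and date combinations and in all 32 region and plate combinations. These are the libraries on which the 5 genes were chosen.

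**Figure D3:**
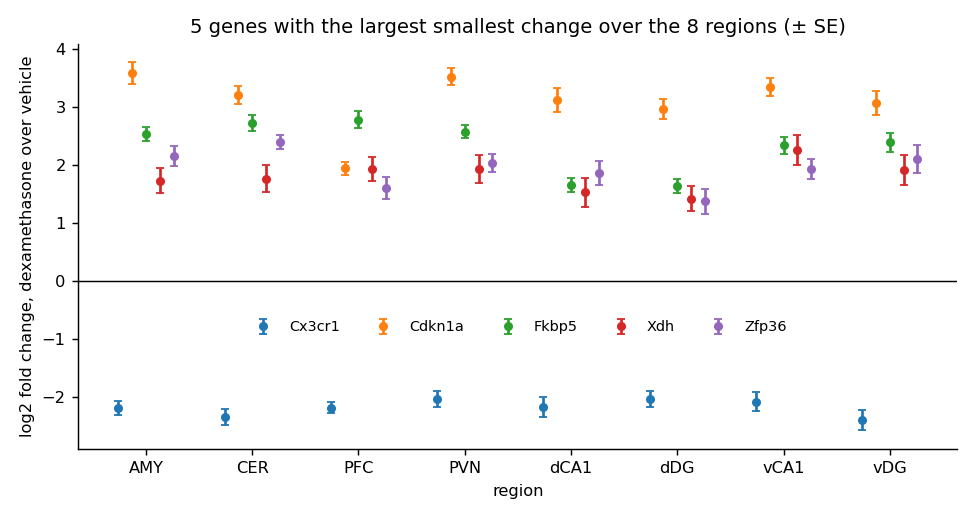
Log2 fold change of dexamethasone over vehicle (vertical axis, points, with SE as bars) for Cx3cr1, Cdkn1a, Fkbp5, Xdh and Zfp36 in each of the 8 regions. Over the 8 regions the lowest value of the 4 rising genes is 1.38 and the highest value of Cx3cr1 is -2.02.

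In 2 regions another gene rose most. In CER it was Itgad (ENSMUSG00000070369, chromosome 7, 128154376 to 128223816, plus strand), with a log2 fold change of 3.26 ± 0.24 (SE, adjusted p 4.41e-14), from 2.78 ± 2.31 CPM to 27.8 ± 7.83 CPM (SD, n = 15 each). Of its 4510 exon bases, 70 (1.55%) overlap Cox6a2 on the other strand. In PFC it was Mthfd2, described with the interaction tests. The strongest faller in vCA1 was Ttr (ENSMUSG00000061808, chromosome 18, 20665250 to 20674324, plus strand), at -2.27 ± 0.56 (SE, adjusted p 0.00692), from 161 ± 367 CPM (SD, n = 14) to 33 ± 21.8 CPM (SD, n = 15). The vehicle mean was 65.9 CPM without vehicle library 11, which held 1392 CPM, and the vehicle median was 35.4 CPM. The change of Ttr was -0.94 with DESeq2 (adjusted p 0.257) and -0.98 with the replicate block (adjusted p 0.15), and its adjusted p under the other alternatives lay between 0.0033 and 0.0429.

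A list of 20 glucocorticoid response genes was tested in each region, of which 15 to 18 passed the expression filter. Over all genes tested, 15 of 16 listed genes passed the threshold in AMY, 16 of 17 in CER, 13 of 15 in PFC, 14 of 16 in PVN, 15 of 16 in dCA1, 14 of 16 in dDG, 14 of 17 in vCA1 and 17 of 18 in vDG, and all of these rose. Adjusted over the list alone, the counts were 15 in AMY, 17 in CER, 14 in PFC, 16 in PVN, 16 in dCA1, 15 in dDG, 15 in vCA1 and 18 in vDG. The genes Fkbp5, Tsc22d3, Sgk1, Zbtb16, Ddit4, Cdkn1a, Mt1, Mt2, Nfkbia, Errfi1 and Klf9 passed in all 8 regions, with the smallest log2 fold changes for Klf9 (0.36 to 0.59) and Mt1 (0.36 to 0.70). Plin4 passed in the 7 regions in which it was tested (2.23 to 3.01). Mertk and Gjb6 passed in 7 of 8 regions and Dusp1 in 5 of 8. Per1 passed in PFC only, at 0.37 ± 0.11 (SE, adjusted p 0.0359). Its log2 fold change lay between 0.19 and 0.53 in the 8 regions, and it passed in 0 regions with upper-quartile scaling or thinned counts, and in 3 with the replicate block, with date and plate as factors or with surrogate variables. Sult1a1 (1.68 in vDG) and Arrdc2 (1.25 in CER) passed in the single region that tested them, and Pdk4 passed in 1 of 2 regions (1.10 in vDG). Map3k6 was too low to be tested in any region. With no filter Sult1a1 passed in 8 regions, Arrdc2 in 7, Map3k6 in 5 and Pdk4 in 2.

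The glucocorticoid receptor gene Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39491301, minus strand) was lower after dexamethasone in all 8 regions, with log2 fold changes from -0.89 ± 0.11 (SE) in PFC (adjusted p 2.39e-08) to -0.50 ± 0.08 (SE) in PVN (adjusted p 8.77e-06). In PFC it went from 90.6 ± 16.6 CPM (SD, n = 15) to 48.0 ± 12.2 CPM (SD, n = 14). The mineralocorticoid receptor gene Nr3c2 passed the threshold in 0 of 7 regions, with an unadjusted p under 0.05 in 1. Tcf4 passed in 0 of 8 regions, with an unadjusted p under 0.05 in 1, and it passed in 1 region with DESeq2, in 1 with the replicate block and in 3 with surrogate variables. Adjusted over the list genes tested in the same region, 10 of the 23 tests of this list passed. They were the 8 of Nr3c1, Nr3c2 in vDG (-0.36) and Tcf4 in AMY (-0.19). No adjustment over all 23 tests together was made.

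Of 4 hypothalamic peptide genes in PVN, none passed the threshold over all genes. Oxt had a log2 fold change of 1.33 ± 0.59 (SE, adjusted p 0.26), Avp 1.39 ± 0.58 (SE, adjusted p 0.212), Crh 0.92 ± 0.35 (SE, adjusted p 0.144) and Trh 0.28 ± 0.33 (SE, adjusted p 0.826). In the test among all 8 regions described below, the response of Avp differed (F = 4.17, adjusted p 0.0266), although PVN was the only region whose own fit tested it. In AMY 1 vehicle library held 470 Avp counts, against a mean of 40.2 in that group. Outside PVN and AMY the group means were 0.133 to 1.93 counts. How far the difference rests on that library and on such low counts was not tested. In the fit of PVN alone the unadjusted p was under 0.05 for Oxt, Avp and Crh, and adjusted over the list alone these 3 passed, each at 0.0386. The values depended on the fit. With surrogate variables the changes of Avp and Trh were -0.80 and -0.33, and those of Oxt and Crh were 0.02 and 0.13. With the replicate block Crh passed over all genes (0.97, adjusted p 0.0255), and its adjusted p over all alternatives lay between 0.0255 and 0.852. The spread between libraries was wide, with Oxt at 289 ± 436 CPM (SD, n = 14) for vehicle and 719 ± 667 CPM (SD, n = 15) for dexamethasone.

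Among 6 activity-related genes, Arc was lower in CER only (-0.79 ± 0.21, SE, adjusted p 0.0124), and with thinned counts it passed in 0 regions. Egr1, Junb and Nr4a1 passed in 0 of 8 regions, with an unadjusted p under 0.05 in 1, 2 and 1 regions. Junb and Nr4a1 each passed in 1 region with the replicate block and in 1 with surrogate variables. Fos was tested in PFC alone (0.02) and Npas4 in no region, and with no filter Npas4 passed in 1 region. Adjusted over the list genes tested in the same region, 2 of 33 tests passed, Arc in CER and Junb in PVN (0.43). No adjustment over all 33 tests together was made.

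Whether the response differed along the dorsal and ventral parts of the hippocampus was tested with interaction terms in edgeR. Between dCA1 and vCA1, 2 of 9683 genes passed the threshold, and 610 had an unadjusted p under 0.05. The alternative that moved this count most was DESeq2, with 13 genes. Smad3 (ENSMUSG00000032402, chromosome 9, 63646767 to 63757994, minus strand) changed by -0.42 ± 0.11 (SE) in dCA1 and by 0.45 ± 0.10 (SE) in vCA1, a difference of 0.87 ± 0.15 (SE, adjusted p 0.00191). It went from 138.3 ± 35.7 CPM (SD, n = 15) to 105.6 ± 25.0 CPM (SD, n = 13) in dCA1 and from 71.8 ± 12.9 CPM (SD, n = 14) to 98.4 ± 14.6 CPM (SD, n = 15) in vCA1. Kcnt1 (ENSMUSG00000058740, chromosome 2, 25863734 to 25918273, plus strand) rose by 2.26 ± 0.24 (SE) in dCA1 and by 0.57 ± 0.16 (SE) in vCA1, a difference of -1.69 ± 0.31 (SE, adjusted p 0.00256). It went from 6.77 ± 3.99 CPM (SD, n = 15) to 34.7 ± 13.0 CPM (SD, n = 13) in dCA1 and from 35.5 ± 18.1 CPM (SD, n = 14) to 53.2 ± 13.4 CPM (SD, n = 15) in vCA1. Within the 4 plates the difference was positive in 4 for Smad3 and negative in 4 for Kcnt1. With the dentate level as a covariate neither gene passed, at 0.63 (adjusted p 0.223) for Smad3 and -1.45 (adjusted p 0.126) for Kcnt1. Under the other alternatives run for this comparison the adjusted p lay between 8.98e-05 and 0.018 for Smad3 and between 8.98e-05 and 0.0293 for Kcnt1, which the 10-count filter left untested. Thinned counts and surrogate variables were not run for this comparison. C1ql2 had the next smallest p, with a difference of 1.71 ± 0.39 (SE, adjusted p 0.0836), which was 0.48 with the dentate covariate (adjusted p 0.819) and which passed with DESeq2 (1.73) and with RIN as a covariate (1.80). Its adjusted p over all alternatives lay between 0.0401 and 0.819. Between dDG and vDG, 0 of 9782 genes passed, and 371 had an unadjusted p under 0.05. The 3 smallest p were those of Fkbp5 (0.74 ± 0.20, SE), Osbpl2 (0.69 ± 0.19, SE) and Klhl20 (-0.66 ± 0.18, SE), each with an adjusted p of 1.00.

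**Figure D4:**
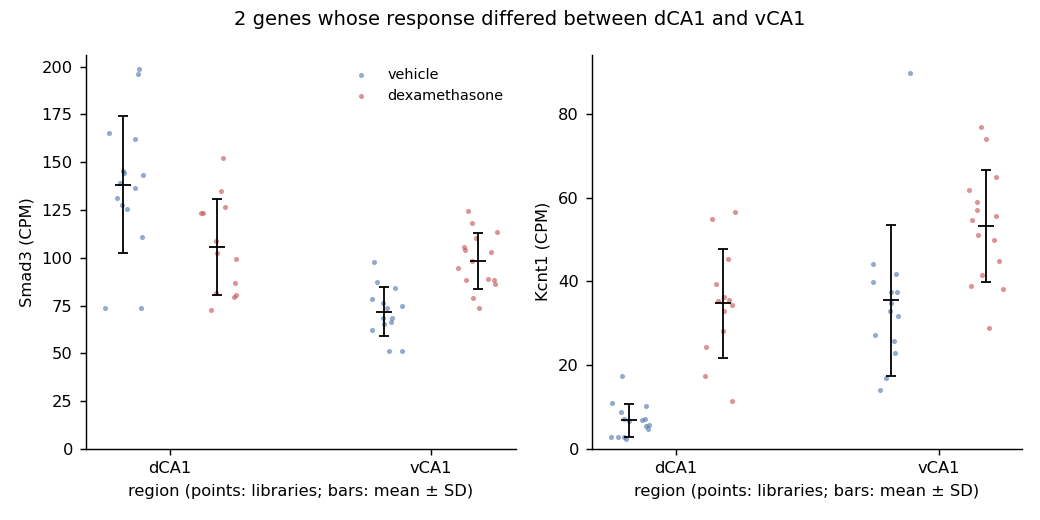
Smad3 and Kcnt1 in CPM (vertical axes) in each library of dCA1 and vCA1, with vehicle in blue and dexamethasone in red, points for libraries and bars for mean ± SD. Smad3 went from 138.3 to 105.6 CPM in dCA1 and from 71.8 to 98.4 CPM in vCA1.

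Among all 8 regions the response differed for 1.17% of 11053 genes, and 775 had an unadjusted p under 0.05. Of the genes past the threshold, 16 were among those changed in all 8 regions, 10 passed the threshold in no single region and 6 had opposite directions. The count was 26 with the 10-count filter in every library, which tested 3519 genes. Mthfd2 (ENSMUSG00000005667, chromosome 6, 83305691 to 83325908, minus strand) had the smallest p (F = 30.1, adjusted p 1.88e-25). It rose by 0.90 ± 0.15 (SE) in CER, from 33.3 ± 12.4 to 63.2 ± 14.6 CPM (SD, n = 15 each), and by 2.86 ± 0.16 (SE) in dCA1, from 10.5 ± 3.59 CPM (SD, n = 15) to 76.3 ± 17.4 CPM (SD, n = 13). Its rise in PFC was 2.83 ± 0.15 (SE), the strongest of that region. Phactr3 (ENSMUSG00000027525, chromosome 2, 178118975 to 178338492, plus strand; F = 21.8, adjusted p 8.68e-19) rose by 0.40 ± 0.07 (SE) in PFC, from 195.1 ± 12.1 CPM (SD, n = 15) to 256.7 ± 30.9 CPM (SD, n = 14). Its rise was 1.73 ± 0.08 (SE) in CER, from 118 ± 18.1 to 397 ± 41.8 CPM (SD, n = 15 each). Ccng1 (ENSMUSG00000020326, chromosome 11, 40748552 to 40755311, minus strand; F = 21.1, adjusted p 2.17e-18) rose by 0.55 ± 0.11 (SE) in PFC, from 65.9 ± 15.8 CPM (SD, n = 15) to 96.2 ± 15.0 CPM (SD, n = 14). Its rise was 2.15 ± 0.11 (SE) in CER, from 41.7 ± 8.26 to 186.9 ± 34.7 CPM (SD, n = 15 each). For each of the 3 genes, the region with the highest change stood above the one with the lowest change within 4 of 4 plates.

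**Figure D5:**
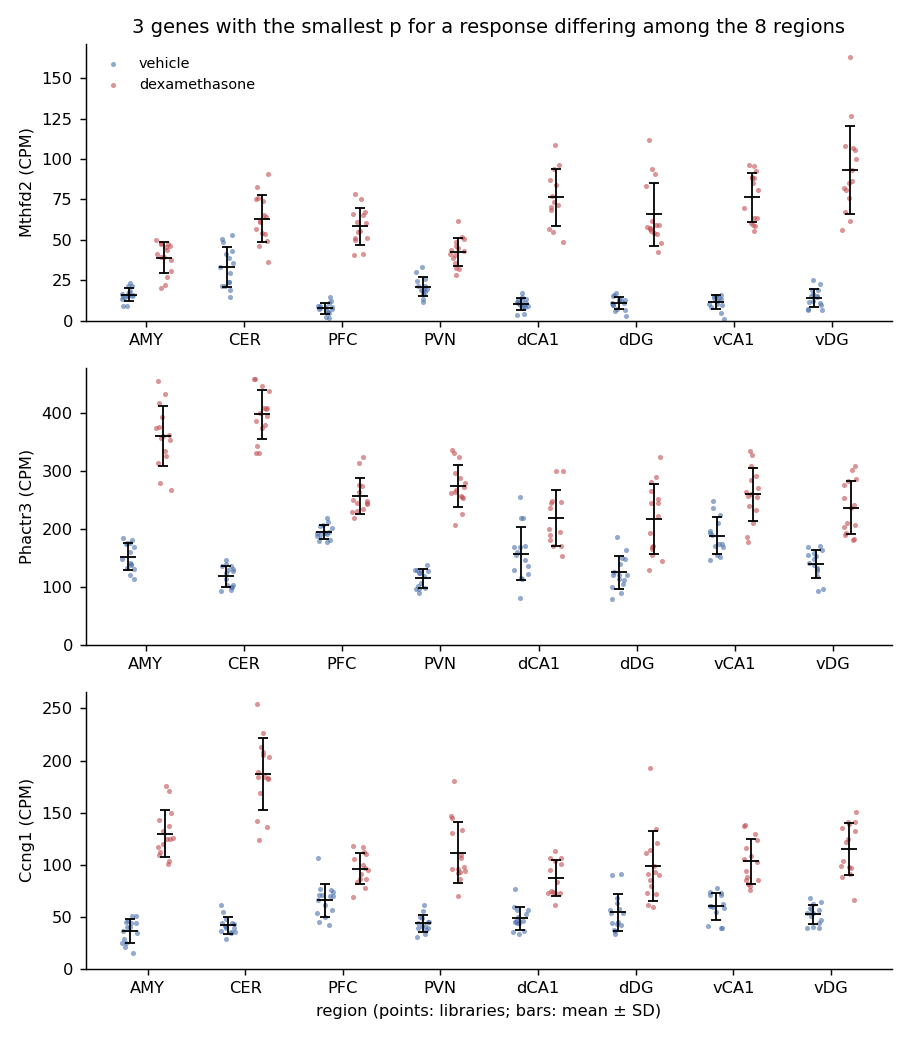
Mthfd2, Phactr3 and Ccng1 in CPM (vertical axes) in each library of the 8 regions, with vehicle in blue and dexamethasone in red, points for libraries and bars for mean ± SD. Mthfd2 rose least in CER and most in dCA1 (2.86) on the log2 scale, with PFC (2.83) and vDG (2.79) close to dCA1. After thinning PFC was highest for Mthfd2 (2.96). Phactr3 and Ccng1 rose least in PFC and most in CER.

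As a limited view of network change, the pairwise correlations of the listed glucocorticoid response genes were compared between arms. In 0 of 8 regions did the mean absolute change in Fisher z pass the threshold after adjustment, and 1 had an unadjusted p under 0.05. In that region, PVN, the change was 0.476 over 120 pairs (permutation p 0.0119, adjusted 0.0952). With the deposited log2 values, which covered all 20 genes, it was 0.452 over 190 pairs (permutation p 0.00358, adjusted 0.0286), and the adjusted p over the alternatives lay between 0.0286 and 0.545. Of 1010 single pairs over the 8 regions 0 passed after adjustment, and 75 (7.43%) had an unadjusted p under 0.05. The smallest p was that of Fkbp5 and Gjb6 in vDG (permutation p 0.00142, adjusted 0.375). Their log2 CPM correlated with Pearson's r of 0.919 (permutation p 2e-05) and Spearman's rho of 0.861 (permutation p 8e-05) over the 15 dexamethasone libraries. Without the 2 libraries farthest from the median r was 0.741 (permutation p 0.00332). Over the 15 vehicle libraries r was 0.190 (permutation p 0.493) and rho 0.20 (permutation p 0.471), and r was 0.303 without 2 libraries. The plates held 3 to 5 libraries per arm, too few for a relation within plates.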

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

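The tests of thinning for Mthfd2 and of absolute rises for all 3 genes compared among the 8 regions were chosen only after the result was seen. The dentate covariate was added after the data had been seen, but before its values for Smad3 and Kcnt1, and thinning for Phactr3 and Ccng1 was set out before its result was seen.

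The response to dexamethasone differed between dCA1 and vCA1 by 0.87 on the log2 scale for Smad3 and by -1.69 for Kcnt1, in a test of the difference itself. In 2 of 60 splits of the animals, the real one included, at least as many genes (2) passed the threshold. The other split gave 84 genes, left some replicate pairs together, and followed punching date (Cramer's V 0.686 over the dCA1 libraries), plate (0.512) and cryostat (0.537). None of the 30 other splits that, like the real one, part every replicate pair gave as many genes. At an unadjusted p under 0.05, however, 7 of 60 splits gave at least the 610 genes of the real one, which is included, and among the 31 splits that part every pair 3 did. Both genes stayed past the threshold with date and plate as factors, and the difference had one sign in 4 of 4 plates for each, which argues against these batches as its source. A candidate explanation is a different share of dentate tissue between the arms, since the dentate level was 0.92 higher after dexamethasone in vCA1 and 0.39 lower in dCA1. The difference in vCA1 was positive in 4 of 4 plates, whereas that in dCA1 was positive in 2 (0.32 and 0.17) and negative in 2. In the 2 plates where it was positive, Kcnt1 was still higher after dexamethasone in dCA1, by 2.53 and 1.53, with 3 or 4 libraries per arm. Smad3 changed there by only -0.05 and -0.18, against -0.61 and -0.55 in the 2 plates where the dentate level was lower. The falls of Smad3 in dCA1 thus went with the dentate level, with few libraries in each plate. With that level as a covariate the differences were 0.63 for Smad3 (72.7% of its size) and -1.45 for Kcnt1 (85.6% of its size), and neither passed. The covariate took away only part of each difference, but the remainder was not past the threshold. The dentate genes were themselves measured in tissue exposed to the drug. Of the 6, Dsp and Npnt differed in their response between dCA1 and vCA1 with the animal as a block, and Npnt also with DESeq2. A different share of dentate tissue would give this as well, so it does not show that the drug changed these genes. For Smad3 and Kcnt1, a share of dentate tissue and a response that differs between the regions cannot be told apart, because the covariate mixes both. The regional difference itself stays among the open explanations. For Kcnt1 so does one absolute rise on different starting levels, which was not tested for this gene. It started at 6.77 CPM in dCA1 and 35.5 CPM in vCA1, and reached 34.7 and 53.2 CPM.

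The response differed among the 8 regions for 1.17% of 11053 genes, in a test of the difference itself. In 1 of 25 splits, the real one alone, as many genes passed, and the highest count in another split was 15. At an unadjusted p under 0.05, however, the highest count in another split was 784 genes, against 775 in the real one. That split did not part every replicate pair. The 3 genes with the smallest adjusted p were Mthfd2 (1.88e-25), Phactr3 (8.68e-19) and Ccng1 (2.17e-18). Differences in library depth between regions do not account for these genes. After thinning to at most 425377 counts per library, the log2 change of the highest region exceeded that of the lowest by 2.09 for Mthfd2, 1.40 for Phactr3 and 1.501 for Ccng1. One absolute rise on different starting levels would also give unequal log2 changes, since Mthfd2 started at 33.3 CPM in CER and 10.5 CPM in dCA1. The rises in mean CPM themselves differed, however. The gap between the highest and lowest region was 7.48 times its SE for Mthfd2 (vDG and PVN). It was 10.2 times for Phactr3 (CER and dCA1) and 10.6 times for Ccng1 (CER and PFC). These regions were picked as the extremes of the 8. For Mthfd2 the rise was 29.8 ± 4.96 CPM (SE) in CER and 65.8 ± 4.92 CPM (SE) in dCA1. The response of these 3 genes thus differed among the regions, but the cause of the difference, such as the mixture of cells in each punch, was not tested.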

How the results depend on the processing

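The dentate level as a covariate, the libraries of the authors' log2 tables alone and the removal of mitochondrial genes and Gm42418 were chosen after the data had been seen, and all other alternatives before the data were examined.

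Numbers of genes in a region, in all 8 regions, in 1 region only and among the 8 regions are given here in percent of the genes tested in the reported fit, so that 1 base serves all alternatives. Of the values of counts and tests under alternatives, 150 stayed within 1.5 times the reported count or on the same side of the threshold, 33 counts moved further and 1 test gained the threshold. The shares of the 8 regions, reported at 3.70% to 6.18%, stayed between 2.08% and 10.7% under all alternatives. Upper-quartile scaling and RIN as a covariate moved none of these numbers of genes by more than 1.5 times. Neither did date and plate as factors, the authors' libraries or the removal of mitochondrial genes and Gm42418. The latter alternatives were not run for the test among the 8 regions. The genes with opposite directions in different regions, however, went from 6 to 16 with date and plate, as given in the report. The share of higher genes moved by at most 9.24 percentage points (dCA1 with the dentate level), where higher genes became the minority, at 45.7%. The median log2 change of all genes stayed between -0.02 and 0.00 in every region and alternative. The filter of at least 10 counts in every library tested fewer genes, and by that construction gave 3.39% in AMY, 3.17% in CER, 3.75% in PFC, 3.15% in PVN, 2.70% in dCA1, 2.20% in dDG, 3.10% in vCA1 and 2.08% in vDG. It gave 0.505% (40 genes, 39 of them among those reported) in all 8 regions, 2.46% in 1 region only, 0.235% (26 genes) differing among the 8 regions and 1 gene differing between dCA1 and vCA1. Thinning removed counts, and gave 3.52% in PFC, 3.61% in PVN, 2.77% in dCA1, 3.39% in vCA1, 0.782% (62 genes) in all 8 regions and 3.75% in 1 region only. Depth thus limits how many genes pass, and weakly expressed genes such as Xdh passed in 2 of 8 regions after thinning. With no filter 16747 genes were tested in all 8 regions. Of these 917 passed in 1 region only, a number that is 11.6% of the 7924 genes of the reported fit. Surrogate variables gave 8.63% in AMY, 10.7% in PFC, 8.97% in dCA1, 6.52% in dDG, 6.19% in vDG, 2.02% in all 8 regions and 10.3% in 1 region only, and the cause was not tested.

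With the replicate block 6.35% (543 genes) passed in dDG, and with the animal as a block (replicate block) 8 genes differed between dCA1 and vCA1. The block also moved Ttr in vCA1 out of the threshold (-0.98) and Crh in PVN past it (0.97), and it moved Per1 from 1 to 3 regions and Tcf4, Junb and Nr4a1 from 0 to 1 region each. DESeq2 gave 13 genes differing between dCA1 and vCA1, a threshold of 0.1 gave 7, and the dentate level as a covariate gave 0, with 576 genes at an unadjusted p under 0.05. The cause was not tested for DESeq2 and the blocks. The dentate level also left 3.08% (281 genes) in vCA1, with 270 of the reported 497. In dCA1, dDG and vDG it gave 565, 433 and 422 genes. With the deposited log2 values 1 region, PVN, passed the co-expression test (mean absolute change in Fisher z 0.452). That input held more list genes, and the cause was not tested.

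With surrogate variables Avp in PVN (-0.80) and Trh in PVN (-0.33) reversed, and the cause was not tested. Of 653 values of named genes under alternatives, 608 kept their direction and side of the threshold or stayed within 1.5 times. The rest were 36 numbers of regions that moved further, 4 changes that lost the threshold, 3 that gained it and the 2 that reversed. The alternative with libraries of at least 1000000 counts gave no value, since at most 3 libraries of an arm reached that total and no region had 3 in both. Residuals after the replicate number gave no value for co-expression, since the residuals of a pair mirror each other between arms.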

Other observations

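Some tests were chosen only after the result was seen. They are those on Ttr and choroid plexus genes, on whether Gabra6 can be counted and on the spread between libraries. They also include those on the endothelial genes, on the microglial list without Cx3cr1 and on the genes of vCA1 with the dentate level. The label splits and the remaining tests were set out before.

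Other splits of the animals, 60 for each region, were set against the number of genes changed. As many genes passed in 1 of 60 splits, the real one alone, in AMY, CER, PFC, PVN, dDG, vCA1 and vDG, and in 1 of 60 for the genes changed in all 8 regions. The highest count in another split of these 7 regions was 8 genes, in PVN. In dCA1 2 of 60 splits gave as many. The other one gave 1173 genes and followed punching date (Cramer's V 0.686), cryostat (0.537) and plate (0.512), and it had the largest difference in dentate level of the 60 splits (0.796). With date and plate as factors dCA1 had 497 genes, and with the replicate block 556. Among the splits that part every replicate pair, as the real one does, only the real one gave as many genes in every region. Between dDG and vDG all 60 splits gave at least 0 genes, the real count, and 21 of 60 gave at least the 371 genes at an unadjusted p under 0.05. The self-test recovered 83% of 200 genes given log2 changes of 0.5 to 2 in vDG alone. Smaller differences, or few differing genes, were not simulated, so this share does not measure the power for them.

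Libraries of dCA1 and dDG resembled each other, with 88 genes differing between them in vehicle animals. Dentate tissue in the dCA1 punches is a candidate explanation. The 6 further dentate genes had a median ratio of 1.08 in dCA1 over dDG (0.929 to 1.28), against 0.497 in vCA1 over vDG (0.336 to 0.620). A list of dentate genes cannot show whether the reverse, CA1 tissue in the dDG punches, also applies, and Wfs1 was at 40.1 CPM in dCA1 and 56.3 CPM in dDG. Comparisons named for dCA1 may thus describe mixed tissue, and which tissue the labels dCA1 and dDG name is left open.

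The dentate level differed between the arms of vCA1 by 0.917, the largest difference among 60 splits of these libraries. Prox1 alone, the dentate marker chosen beforehand, differed by 0.61 (permutation p 0.063, adjusted 0.21). It passed the threshold in 3 regions, where it was lower after dexamethasone, so that it may be no independent measure of tissue. Its response differed among the 8 regions (adjusted p 0.00365), which a different share of dentate tissue could also give. Dissection that went with punching date, plate, researcher or cryostat would need these to differ between the arms, but the largest Cramer's V of the arms with any of them was 0.149. With the dentate level as a covariate 270 of the 497 genes of vCA1 stayed past the threshold, so that a share of dentate tissue does not account for those genes as a set. For the other 45.7% of the 497 genes a different share of dentate tissue and an effect of the drug cannot be told apart, because the covariate differed between the arms. Punches that differed by chance and a change of the dentate genes by the drug both stay open. In dDG and vDG, which hold dentate tissue, the level did not differ between the arms (0.05 and 0.09).

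CER libraries held 11 counts of Gabra6 in 30 libraries, 26 of them with 0 counts, and at most 15.1 CPM. The gene can be counted in this assay, since 1 library of vDG held 359 CPM and 1 of vCA1 260 CPM. Little cerebellar cortex in the CER punches may be the reason. Of 6 further cerebellar genes, 0 had their highest vehicle mean in CER. Zic1 was at 95.7 CPM in CER and 386 CPM in PVN, and Neurod1 at 11.8 CPM in CER and 78 CPM in vDG. Neurod1 was also at 71.6 CPM in dCA1 and 59.3 CPM in dDG, so its level here says little about cerebellum. Single vehicle libraries raised some means outside CER, with Car8 at up to 348 CPM in vCA1 and 290 CPM in vDG. Car8 was also at 26.4 CPM in PFC, above its 12.0 CPM in CER. Why the few libraries of vDG and vCA1 held Gabra6 was not tested, and which tissue CER names is left open.

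Ttr differed by more than 100-fold between libraries of dDG. Choroid plexus tissue in some punches is a candidate explanation, and Ttr correlated with the mean of the 7 other choroid plexus genes over the 30 dDG libraries (Pearson's r 0.956, Spearman's rho 0.945, permutation p 1e-05 for both, the smallest these permutations can give). Without the 2 libraries farthest from the median r was 0.951. It was 0.982 within vehicle and 0.914 within dexamethasone, and within the 4 plates r lay between 0.916 and 0.989. In plate 1, with 8 libraries, r was 0.509 without 2 libraries (exact permutation p 0.325), so that the relation there rests on those libraries. This was 1 relation tested in 7 sets of libraries. The fall of Ttr in vCA1 rested largely on 1 vehicle library, as given in the report.

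Cx3cr1 fell by a median of 2.17 on the log2 scale over the 8 regions, with values below 0 in 8 of 8. Fewer microglia in the dexamethasone punches would lower every microglial gene alike. The 7 other microglial genes had a median log2 change of -0.15 over 45 values, with Csf1r at a median of 0.00 and C1qb at 0.04, while P2ry12 was at -0.97 with 8 of 8 regions below 0. Fewer microglia thus cannot account for the size of the change of Cx3cr1, and a lower level within microglia is a hypothesis that these data do not test further.

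Of 49 tests of cell lists, the microglial list was lower in 8 of 8 regions and the endothelial list in 8 of 8, with both camera and fry. The microglial list contains Cx3cr1. In a test added after the result was seen, the list without Cx3cr1 was lower in 4 of 8 regions with camera and in 3 with fry, and without Cx3cr1 and P2ry12 in 0 of 8 with either (unadjusted p under 0.05 in 1 with camera and 2 with fry). The fall of the list thus rested largely on these 2 genes. The oligodendrocyte list was lower in 5 of 8 regions and the astrocyte list in 1 of 8 with camera, and in 0 with fry. The neuron and blood lists passed in 0 of 8 regions and the choroid plexus list in 0 of the 1 region that could test it. Less vessel tissue in the dexamethasone punches would lower all endothelial genes alike. Flt1 and Slco1a4 passed the threshold in 8 of 8 regions, with median log2 changes of -0.66 and -0.70, while Ly6c1 had a median of 0.15 and passed in 0. Whether the genes changed alike was tested by permuting the arms, with each library's mean over the list removed, so that a uniform loss drops out. The genes changed unalike in 8 of 8 regions (largest adjusted p 0.0001). Reads of Ly6c1 may be shared with its near-identical neighbour Ly6c2, so its value is uncertain. Without it the genes changed unalike in 6 of 8 regions, and not in PFC (adjusted p 0.0576) and vCA1 (adjusted p 0.28). A uniform loss of vessel tissue is thus not the whole account in those 6 regions, as far as these genes are expressed in vessels alone. It stays open in PFC and vCA1, and so does a partial loss together with gene-wise changes in every region.

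The number of genes changed differed between regions from 316 in dDG to 565 in PFC, a difference that was not tested. It may follow the spread between libraries. The common biological coefficient of variation correlated with the number of genes over the 8 regions with Pearson's r of -0.815 (exact permutation p 0.0125, adjusted 0.0249 over 2 relations) and Spearman's rho of -0.810 (exact permutation p 0.0218, adjusted 0.0436). Without the 2 regions farthest from the median r was -0.819 (exact permutation p 0.0583). The 8 regions share animals and are not fully independent. The median library total gave r of 0.454 (exact permutation p 0.252, adjusted 0.252) and rho of 0.524 (exact permutation p 0.197). Library depth may still bear on the order, since PFC, highest with 565 genes, had 324 after thinning, while CER was then highest with 386 and dDG stayed lowest.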
